# The *Evx1/Evx1as* gene locus regulates anterior-posterior patterning during gastrulation

**DOI:** 10.1038/srep26657

**Published:** 2016-05-26

**Authors:** Charles C. Bell, Paulo P. Amaral, Anton Kalsbeek, Graham W. Magor, Kevin R. Gillinder, Pierre Tangermann, Lorena di Lisio, Seth W. Cheetham, Franziska Gruhl, Jessica Frith, Michael R. Tallack, Ke-Lin Ru, Joanna Crawford, John S. Mattick, Marcel E. Dinger, Andrew C. Perkins

## Abstract

Thousands of sense-antisense mRNA-lncRNA gene pairs occur in the mammalian genome. While there is usually little doubt about the function of the coding transcript, the function of the lncRNA partner is mostly untested. Here we examine the function of the homeotic *Evx1*-*Evx1as* gene locus. Expression is tightly co-regulated in posterior mesoderm of mouse embryos and in embryoid bodies. Expression of both genes is enhanced by BMP4 and WNT3A, and reduced by Activin. We generated a suite of deletions in the locus by CRISPR-Cas9 editing. We show EVX1 is a critical downstream effector of BMP4 and WNT3A with respect to patterning of posterior mesoderm. The lncRNA, *Evx1as* arises from alternative promoters and is difficult to fully abrogate by gene editing or siRNA approaches. Nevertheless, we were able to generate a large 2.6 kb deletion encompassing the shared promoter with *Evx1* and multiple additional exons of *Evx1as.* This led to an identical dorsal-ventral patterning defect to that generated by micro-deletion in the DNA-binding domain of EVX1. Thus, *Evx1as* has no function independent of EVX1, and is therefore unlikely to act *in trans*. We predict many antisense lncRNAs have no specific *trans* function, possibly only regulating the linked coding genes in *cis*.

Gastrulation is a critical early developmental process in which mesoderm and definitive endoderm are generated, and then specified. The three germ layers (ectoderm, mesoderm and definitive endoderm) eventually form all of the tissues of the adult organism. In the mouse, a proximal-distal (P-D) axis is established first from ~E5.0 in response to nodal signalling, then an anterior-posterior (A-P) axis is established during gastrulation in response to BMP, FGF and WNT morphogen gradients^1^,^2^. Specification of epiblast cells into mesendodermal cell fates occurs as they migrate through the primitive streak and activate transcriptional programs in response to these gradients^3^. The cells which migrate first are specified to a posterior fate in response to high local concentrations of BMPs, WNTs and FGFs. These cells form blood, the vasculature and heart. Cells which migrate last through the streak take on an anterior fate in response to high local concentrations of activin/nodal morphogens and inhibitors of BMPs and WNTs such as Chordin, Noggin, Dkk1, Cerberus-like 1 (Cer1) and Lefty 1 and 2^2^. They form notochord, somites and definitive endoderm. Cells from the mid-streak region form intermediate mesoderm derivatives such as kidney.

Hox genes have an established role in patterning during bilaterian embryonic development^4^. *Evx1* is located 50 kb downstream of the HoxA cluster^5^. Individual members of this cluster have graded anterior boundaries of expression and control rostral-caudal neural fates^4^. *Evx1* is expressed in the posterior primitive streak from ~E6.5^6^, which is earlier in development than any members of the HoxA cluster^7^. Therefore, it is considered not to be co-regulated with the HoxA cluster during gastrulation. In Xenopus and zebrafish, the homologs of EVX1 (*xhox3, eve1*) play roles in ‘posteriorization’ of nascent mesoderm^8^,^9^. In humans, EVX1 is thought to function in a regulatory network with GOOSECOID (GSC) and BRACHYURY (T) to control anterior-posterior cell fates^10^. Recent evidence also points to it being a direct target of the WNT signalling pathway, as β-catenin binds to the *EVX1* promoter in differentiating hESCs^11^. Other related members of ‘non-clustered’ Hox gene families play master regulatory roles in A-P and dorsal-ventral (D-V) patterning in *Xenopus laevis*, zebrafish and mammals. For example, *Mixl1* is essential for posterior fate specification in mice^12^, and many Mix/Bix family members are required for ventral specification in response to BMPs in frogs^13^,^14^,^15^,^16^,^17^. *Mezzo*^18^, *dharma*/*bozozok*^19^ and *Mtx1*^20^ are required for formation or patterning of mesendoerm in zebrafish, and goosecoid or related anteriorly-expressed genes are required for anterior specification in most vertebrate species^21^.

Initially, EVX1 was thought to be critical for murine development, as EVX1^−/−^ embryos were reported as failing to implant in the uterine wall^22^. However, other groups subsequently demonstrated that EVX1 is not required for viable embryonic development and suggested the initial EVX1^−/−^ phenotype was due to disruption of another closely linked gene^23^ (Gail Martin, personal communication). In fact, EVX1^−/−^ mice display no overt signs of gastrulation defects after birth, other than minor tail kinks in some offspring and genetic backgrounds (Gail Martin, personal communication). Therefore, the importance of EVX1 in the regulation of gastrulation remains controversial.

*Evx1* is expressed from a complex locus, which also expresses a long non-coding RNA (lncRNA), known as *Evx1as*^5^. There are other well studied lncRNAs associated with the HoxA cluster, including *Haunt/Halr1* which is located ~40 kb upstream of *Hoxa1*^24^, and *HOTTIP* which is immediately downstream of *Hoxa13*, the most 3′ member of the cluster^25^ (Fig. 1). Both have complex functions in global regulation or fine tuning of expression of the HoxA cluster. LncRNAs are an emerging class of regulatory molecules which have been implicated in a number of developmental processes^26^,^27^,^28^,^29^. They have been proposed to function via regulation of transcription, splicing, and chromatin dynamics. Antisense/bidirectional transcription of protein coding genes and lncRNAs is a common feature in the mammalian genome, in particular at highly expressed and developmentally regulated genes^30^. We have previously reported *Evx1* and *Evx1as* are dynamically and concomitantly expressed during embryoid body (EB) differentiation^5^, a commonly used model of early *in vivo* embryonic development and the function of lncRNAs^24^,^31^. *Evx1as* is abundant and has stability similar to *Evx1* transcripts, suggesting function^5^.

We sought to dissect the *Evx1/Evx1as* locus in order to elucidate the potential role for EVX1 and/or *Evx1as* during gastrulation, and to gain insights into the broader functional significance of antisense/bidirectional lncRNAs. To investigate the function of EVX1, we generated bi-allelic small frameshift deletions in the homeodomain-encoding region using CRISPR/Cas9. We generated stable murine ES cell clones and performed RNAseq at day 4 of embryoid body (EB) differentiation in direct comparison with parental non-edited ES cells. We found that disruption of EVX1 results in upregulation of anterior visceral endoderm (AVE) and definitive endoderm genes including *Cer1* and *Sox17*, at the expense of posterior genes, such as *Mixl1* and *Kdr* (Flk-1). We also show EVX1 is likely to function as a downstream effector of BMP4 and WNT signalling pathways, to regulate posterior tissue patterning.

To test whether *Evx1as* has a function independent of EVX1, we generated a suite of CRISPR-Cas9 mediated deletions using a similar approach to that recently reported for *Haunt*^24^. With all of these DNA manipulations, we were not able to disrupt expression of *Evx1as* without also disrupting expression of *Evx1*. We performed RNAseq to convincingly show loss of EVX1 and *Evx1as* produced identical aberrations in A-P gene expression patterns to those which we observed in the EVX1 loss-of-function cell lines. Together, our results strongly suggest there is no independent function for *Evx1as* beyond that of EVX1. However, we cannot rule out a function for *Evx1as* in the regulation of *Evx1 in cis*.

## Results

### Organization, conservation and expression of the *Evx1/Evx1as* locus

The *Evx1* locus is located 50 kb downstream of the HoxA gene cluster on chromosome 6 (Fig. 1a). *Evx1* and *Evx1as* are developmentally regulated, displaying peak and concordant expression during gastrulation^5^. They are both also highly expressed *in vivo* in the pre-somitic mesoderm (PSM)^32^. Whole mount *in situ* hybridization (WISH) of E7.5 and E9.5 embryos demonstrates the *Evx1* and *Evx1as* are co-expressed in the primitive streak during gastrulation (Fig. 1c). At E7.5, both *Evx1* and *Evx1as* are expressed at the posterior-proximal side of the embryo, which is the location of the primitive streak. At E9.5, both transcripts localize to the tail bud, which contains the embryological remnants of the primitive streak. Thus, *Evx1* and *Evx1as* are co-expressed during gastrulation.

Like many lncRNA-coding gene pairs^30^, *Evx1* and *Evx1as* are expressed from opposite DNA strands in a sense-antisense configuration (Fig. 1a). Interestingly, there are two other lncRNAs within the distal end of the HoxA cluster, *Hox11as* and *HOTTIP*^25^, which are expressed in an antisense direction with respect to *Hox11* and *Hox13* coding genes, respectively (Fig. 1a). *Evx1as* is expressed as at least two different isoforms according to EST and depostied cDNA data; the second exon overlaps with the start of *Evx1* by ~70 bp and the first exon resides in the first intron of *Evx1* (Fig. 1a). We confirmed only 1% of the *Evx1as* transcript contains the first exon in D4 EBs (Supplementary Figure 1A). EVX1 is highly conserved throughout the protein coding sequence, whereas *Evx1as* displays notable conservation at the promoter (Fig. 1a), like many lncRNAs^33^. The human *EVX1-EVX1AS* locus is syntenic with the murine locus. *EVX1AS* has two conserved promoters (intronic or bidirectional), but is also expressed from one additional promoter, located 3′ of EVX1 (Fig. 1b).

### EVX1 regulates anterior-posterior patterning during gastrulation

In order to study the function of EVX1 and *Evx1as*, we used EB differentiation as a model for early *in vivo* mouse embryonic development. Day 4 EBs grown in serum or serum free media (SFM) with recombinant BMP4 display a very similar transcriptional program to embryos undergoing gastrulation^7^. *Evx1* and *Evx1as* were most highly expressed when differentiated under BMP4 and WNT3A conditions (Fig. 1d), which suggests that they might be either downstream targets of the BMP4 and WNT3A signalling pathways or that BMP4 and WNT3A enhance the generation of posterior mesoderm cell types, wherein the *Evx1* locus is expressed. *Evx1* and *Evx1as* were expressed at a much lower level in EBs grown in SFM with Activin A, which is an anterior/dorsal mesoderm inducing factor^34^. Our results are consistent with expression of human EVX1 in these same growth factors^10^. *Evx1* and *Evx1as* display a similar expression pattern to *Mixl1* (Fig. 1d), a related homeodomain transcription factor which is also expressed in nascent posterior mesoderm^12^. Expression of pan-mesoderm genes such as *Brachyury* (T) and *Sp5* was similar in BMP4, WNT3A and Activin A, while expression of anterior markers *Cer1* and *Sox17* was significantly higher in WNT3A and Activin A (Fig. 1d).

We generated EVX1 ‘knockout’ cell lines using CRISPR-Cas9 gene micro-editing of the homeodomain coding region in exon 2, thus leaving *Evx1as* unperturbed [Fig f2](Fig. 3a). Two independent compound heterozygous *Evx1* gene edited clones were selected based on our previously described NGS screening strategy^35^. Both clones have small frameshift mutations in both alleles (Fig. 2a), which are predicted to result in a premature stop codons within 20 bps of the deletion site. Thus, no functional DNA-binding domain of EVX1 could be generated by either of these clones. We refer to these CRISPR-edited lines as ‘EVX1-Δfs’ from here on. EVX1-Δfs lines and W9.5 controls were differentiated in serum to D4 under suspension culture conditions to identify a potential regulatory role for EVX1 during gastrulation. EVX1-Δfs D4 EBs appeared phenotypically normal, and indistinguishable from the wildtype controls (Supplementary Figure 1B). However, qPCR analysis revealed that both EVX1-Δfs clones display differences in expression of key anterior and posterior patterning markers, including *Mixl1* and *Cer1* (Supplementary Figure 1C). There were no significant differences between the two clones, therefore only one was used for subsequent analyses (Clone 14) (Supplementary Figure 1C).

To determine whether EVX1 has a global role in anterior-posterior patterning, mRNA-seq was performed on three biological replicates of W9.5 and EVX1-Δfs EBs differentiated for 4 days in serum without LIF (see Methods). Using DESeq2, we identified 802 differentially expressed genes (DEGs). In the absence of functional EVX1, 282 genes were upregulated and 520 genes were downregulated (Fig. 2b). The upregulated genes included many which are preferentially expressed in anterior visceral endoderm and/or anterior mesendoderm (e.g. *Sox17, Cer1*, and *Foxa2*). Many of the down regulated genes are normally expressed in posterior mesoderm (e.g. *Mixl1, Mesp1, Wnt5a* and *Fgf3*) (Fig. 2b). This suggests there is an imbalance in cellular composition of EVX1-Δfs EBs with loss of posterior cell types and relative expansion of anterior cell types (both mesoderm and endoderm).

Using Gene Ontology (GO) we found the most highly significantly enriched cell biological process terms among the DEGs were: blood vessel development (35) and morphogenesis (28), pattern specification (38), regulation of the cell cycle (29), gastrulation (16) or formation of primary germ layer (12), cell differentiation (25), cell motion (37) and WNT signalling (20) (Fig. 2d). We undertook hierarchical clustering of the genes within each of the GO Ontology categories (Fig. 2c). Each category contains genes down-regulated (blue) or up-regulated (red) in EVX1-Δfs cells. Within the blood vessel development, patterning and gastrulation categories, there is down-regulation of many ligands, receptors, signalling molecules and transcription factors which are implicated in posterior patterning of mesoderm. These include *Bmp4, Wnt2, Fgf10, Kdr (Flk1*), *Cxcr4, Cited1, Cited2, Cdx2, Hand1, Mixl1, Hes1, Tbx3, Tbx6, Mesp1, Eomes, Snai1* and others. There is also upregulation of a smaller set of key patterning genes which are normally expressed in the AVE, anterior mesendoderm or epiblast. These include *Sox17, Nanog, Atm, Zic3*, and *Foxa2*. We also found many genes in the WNT signalling pathway are downregulated in EVX1-Δfs EBs, including *Wnt3, Wnt2, Wnt5a, Wnt5b, Lef1, Pitx2, Dvl2, Lrp5* and others. On the other hand, WNT pathway antagonists such as *Cer1, Cfc1/cripto* and *Sfrp1* are upregulated. Interestingly, *Evx1* is downregulated in WNT3A KO embryos^36^, demonstrating that there is a mutual dependence (direct or indirect) between WNT signalling and EVX1. There were no significant changes in expression of any members of the HoxA cluster under these differentiation conditions. Full lists of differentially expressed genes are provided in Supplementary Table 2.

Previously EVX1 has been shown to directly repress GSC in human ESCs under Activin A growth conditions^10^. *Gsc* was not upregulated in either EVX1-Δfs clone by qPCR or RNAseq under serum differentiation conditions (Supplemental Table 2, Supplementary Figure 1C). To ensure that the lack of *Gsc* upregulation was not due to differences in the differentiation conditions used, we differentiated EVX1-Δfs and W9.5 EBs in SFM with Activin A. We did not find significant upregulation of *Gsc* (Fig. 2e). Importantly, the A-P gene expression defect in EVX1-Δfs persisted in Activin A. Defective expression of *Mixl1* and *T* remained, and additional significant reduction in expression of the pan mesoderm marker *Sp5* was also present in EVX1-Δfs EBs (Fig. 2e). The upregulation of AVE and endoderm markers *Cer1* and *Sox17* was less dramatic in Activin A, presumably because selective expansion of AVE and anterior tissues dilutes the differences in anterior gene expression between wildtype and EVX1-Δfs EBs (Fig. 2f).

From this RNAseq data, it was unclear whether EVX1 exerts its A-P patterning function by directly regulating BMP4 and/or WNT signalling pathways or whether changes in *Bmp4/Wnt* expression are an indirect result of changes in cellular composition within the EVX1-Δfs EBs. BMP4 and WNT direct EB differentiation towards posterior cell types^37^, so the aberrant transcriptome in EVX1-Δfs EBs may be primarily due to downregulation of these factors. To address this possibility, we attempted to rescue EVX1-Δfs EBs by culture in SFM with exogenous recombinant WNT3A (20 ng/ml) or BMP4 (10 ng/ml). Under WNT3A conditions, we observed no rescue of *Mixl1* gene expression; i.e. it remained significantly down regulated (Fig. 2f). Likewise there was no reversal of the up-regulation of *Cer1*, suggesting the A-P patterning defect was not rescued by WNT3A (Fig. 2f). Similar results were found for EBs grown in BMP4 (Supplementary Figure 1D). Thus, downregulation of *Bmp4* and *Wnt* genes (*Wnt3, Wnt5a* and *Wnt5b*) is likely to be an indirect result of changes in cellular composition of EVX1-Δfs EBs and not due to direct regulation of these factors by EVX1. This data also shows EVX1 is required for appropriate transcriptional responses and differentiation downstream of BMP4 and WNT signalling pathways. This function appears to be conserved in humans, as β-catenin, the major effector of WNT signalling, has been shown to bind to regulatory regions in the *EVX1* promoter in differentiated hESCs^11^. Together, these results confirm EVX1 plays a key role in A-P patterning of nascent mesoderm and endoderm and is essential for regulating the posteriorizing effects of WNTs and BMP4.

### CRISPR/Cas9 mediated removal of the *Evx1/Evx1as* locus results in an identical D-V pattering defect as EVX1-Δfs

Bidirectional/antisense transcription from highly expressed, developmentally regulated genes is a common phenomenon in the mammalian genome^30^. However the functional significance and possible mechanisms of action of such antisense lncRNAs remain topics of debate^38^,^39^. The *Evx1* locus contains a stable, highly expressed antisense lncRNA associated with *Evx1*, so it is an ideal locus to study. Visual inspection of RNAseq data from D4 EBs suggests that the majority of the *Evx1as* transcript is expressed as *Evx1as* T2 (Fig. 3a). We further validated this by qPCR using primers to distinguish between the different isoforms of *Evx1as*. Only 1% of the total transcript derived from the overlapping intronic promoter (Supplementary Figure 1A).

We initially used RNAi, delivered via shRNA containing lentiviral vectors^40^ to attempt stable knockdown of *Evx1as* without disturbing the genomic locus (Supplementary Figure 2A) (see Methods). Such an approach has been successful for some lncRNAs but challenging for others^41^,^42^. In some cases RNAi has obtained different and more severe phenotypes than constitutive deletions, which may be due to off target or toxicity effects in some cases or due to compensatory events in others^43^,^44^. We generated stable clones targeting *Evx1as* using three independent shRNAs (Supplementary Figure 2A). Unfortunately, none of the clones from any of the three siRNAs displayed knockdown of *Evx1as* to <50% of WT levels, so we could not make concrete conclusions about the potential function of *Evx1as* from these experiments. There were no significant changes in expression of key mesoderm genes such as *Brachyury, Mixl1*, or *Evx1* itself (data not shown).

Genetic deletion or mutation remains the gold standard to demonstrate the requirement of a gene’s function^43^. We therefore performed 3 different CRISPR-Cas9 mediated manipulations of the *Evx1/Evx1as* locus (Fig. 3a). The first manipulation ‘Del#1’ removed the entire first intronic promoter of *Evx1as*, which is specific to isoform *Evx1as* T1 (1% of total transcript) and conserved (Fig. 1a). Removal of this promoter, which generates a small proportion of *Evx1as* RNA, did not affect expression of *Evx1as* or *Evx1* (data not shown). ‘Del#2’ removed the shared promoter region between *Evx1* and *Evx1as*. This deletion removed 220 bps centred around the beginning of *Evx1* and *Evx1as* transcription, based on ESTs and RNAseq data. This deletion resulted in a dramatic loss of *Evx1* reducing the transcript to ~16% of WT levels (Supplementary Figure 2B). However this deletion only decreased *Evx1as* to ~46% of WT levels. This result may be explained by a more malleable transcriptional start site and/or weaker constraints on transcriptional regulation at the lncRNA promoter. As expected, ‘Del#2’ displayed reduction of *Mixl1* and significant upregulation of *Cer1*, supporting the results from the EVX1-Δfs RNAseq data (Supplemental Figure 2B).

Since *Evx1as* was still expressed at 46% of WT in ‘Del#2’, we could not draw any definitive conclusions about its potential function. Therefore, we generated a large ~2.6 kb deletion (‘Del#3’) that removed the promoters from both versions of the transcript (to prevent the possibility of isoform switching between the two alternative promoters), as well as the second/third exon (Fig. 3a). 

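The Del#3 guides cut chromosome 6 of NCBIM37 so that bases 52262656 to 52265318 are predicted to be lost. In the GENCODE annotation of that build, this stretch holds exon 1 of *Evx1* and exons 1 to 3 of the longer *Evx1as* transcript. Exons 2 and 3 of *Evx1* and exon 4 of the longer *Evx1as* transcript, which is its last exon, lie outside it. Of the shorter annotated *Evx1as* transcript, exon 1 lies inside the stretch, exon 2 is cut by its edge, and exon 3, the last, lies outside. By mRNA-seq of D4 EBs, the 3 Del#3 libraries had 28 to 48 reads on *Evx1*, and the 3 EVX1-Δfs libraries had 2582 to 4023. *Evx1as*, listed as 5730457N03Rik, had 21 to 30 reads in the Del#3 libraries and 571 to 879 in the EVX1-Δfs libraries. For both genes, every Del#3 library lay below every EVX1-Δfs library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). These are totals per gene, so reads on the exons left outside the deletion were not separated from the rest.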

Successful deletion was validated by PCR and later by RNAseq (Fig. 3a, Supplementary Figure 2C). This deletion resulted in almost complete ablation of *Evx1* by qRT-PCR (Fig. 3b). Since the *Evx1as* qPCR primers sit inside the deletion site (Fig. 3a), primers were designed for the last exon of the transcript to detect any residual expression. Approximately 15% of WT levels of expression of the last exon of *Evx1as* remained in the ‘Del#3’ D4 EBs (Supplementary Figure 2D).

To determine whether *Evx1as* has any function independent of EVX1, we performed a direct comparison between the transcriptome of EVX1-Δfs and the *Evx1as*/*Evx1* double KO (‘Del#3’). 

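mRNA-seq was performed on D4 EBs of the EVX1-Δfs line (clone 14), whose *Evx1* reading frame is shifted while the locus is otherwise left in place, and of the Del#3 line, with 3 replicates of each. The paper set up each replicate on a different day, with the lines compared side by side on the same day, and replicate numbers were taken to mark those days. The replicates are thus repeat differentiations. All EVX1-Δfs libraries are of the same clone, and the sample labels name no clone for Del#3. Standard errors and p-values therefore measure the spread between differentiations, and differences between clones of a genotype were not sampled for EVX1-Δfs. The authors mapped the Ion Proton reads to mm9 with TopHat2 and then TMAP, and counted them on genes with HTSeq at its standard settings. They deposited 1 value per gene and library for 15266 genes. These values are normalized counts: within each library, 100% of them were whole multiples of a single step, so that the reads behind each value could be recovered. The recovered reads on the listed genes numbered 15699124, 9024579 and 9546166 in EVX1-Δfs replicates 1 to 3, and 12231851, 9729013 and 9802928 in Del#3 replicates 1 to 3. The depth in the paper's methods is that of the reads sequenced per sample, before mapping and counting. Because the deposited values are normalized, lines were compared with limma on log2(normalized count + 1), over the 12891 genes that passed edgeR's filter for low counts. All fold changes from that test are on this scale and are given as Del#3 against EVX1-Δfs. Libraries with the same replicate number deviated together from the mean of their line in replicate 1 (correlation across genes 0.74), less so in replicate 2 (0.32) and not in replicate 3 (-0.05). Genes are not independent replicates. Each comparison is therefore given without and with the replicate number as a block. HTSeq's standard settings count reads by strand, and for the 73 bp where *Evx1as* exon 2 overlaps *Evx1*, the assignment of reads to the genes was not checked here.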

We reasoned that if *Evx1as* has an independent function from EVX1, then differences should be observed between the two transcriptomes, regardless of whether it functions in transcriptional or post-transcriptional regulation. Transcriptional differences, if present, could be either due to direct transcriptional regulation by *Evx1as* or an indirect consequence of *Evx1as* regulating post-transcriptional pathways.

No significant differences were observed by qPCR between the two lines for a number of gastrulation and A-P patterning genes (Fig. 3b). Both the EVX1-Δfs and *Evx1/Evx1as* Δ2.6 kb (‘Del#3’) EBs displayed significantly different expression of *Mixl1, T* and *Cer1* relative to WT EBs (Fig. 3b). To determine whether there was any *trans* function for *Evx1as* RNA independent of the function of EVX1, we searched for differences genome-wide by mRNAseq. Remarkably, differential gene expression analysis identified only 3 DEGs, two of which were *Evx1* and *Evx1as*, themselves. 

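Among the genes that passed the filter, 2 genes had an adjusted p-value under 0.05 by limma with Benjamini-Hochberg adjustment, and both were lower in Del#3. The log2 fold change of *Evx1* by limma was -6.45 (standard error 0.25, adjusted p = 1.05e-06), and that of *Evx1as* was -4.70 (standard error 0.32, adjusted p = 0.000155). Without adjustment, 133 genes had a p-value under 0.05, which is 1.03% of the genes tested. With the replicate number as a block, limma called 3 genes, the third being *Grb10*, and 596 genes had an unadjusted p-value under 0.05. On the recovered reads, DESeq2's Wald test, the tool named in the paper's methods, called 3 genes, which were *Evx1*, *Evx1as* and *Grb10*. edgeR's quasi-likelihood test on the same reads called 2. Of the alternatives with replicate numbers as given, DESeq2 with the replicate block moved the number most, and it called 15 genes, 12 higher and 3 lower in Del#3. When each library was left out in turn, 2 genes were called in each of the 6 fits. In simulated libraries with the depth and spread of these, limma without the block recovered 11.2% of the genes given a 2-fold change and 76.8% of those given a 4-fold change. In libraries simulated with differences shared by replicate number, it recovered 0.407% and 52.0% of them. There, limma with the block recovered 47.5% and 95.3%, and 9.11% of its calls were false, against the 5% aimed at. A large share of the 2-fold changes was thus not detectable by limma with 3 replicates per line. Without the block, this also held for 4-fold changes where differences were shared. DESeq2 without the block recovered 26.2% and 85.6% where no differences were shared, with 19.3% of its calls false. Where they were shared, it recovered 9.00% and 77.4%, with 0.917% of its calls false, so recovery depended on the method.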

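*Evx1* lies on chromosome 6 of NCBIM37 from 52263492 to 52268372 on the plus strand, and *Evx1as* from 52258383 to 52264826 on the minus strand. Scaled to the total reads on the listed genes, *Evx1* was 291 ± 48.8 RPM (SD, n = 3) in EVX1-Δfs and 3.32 ± 0.541 RPM (SD, n = 3) in Del#3. *Evx1* in Del#3 was thus 1.14% ± 0.186 (SD, n = 3) of the EVX1-Δfs mean. *Evx1as* was 60.3 ± 4.60 RPM (SD, n = 3) in EVX1-Δfs and 2.35 ± 0.676 RPM (SD, n = 3) in Del#3, which is 3.89% ± 1.12 (SD, n = 3). In both genes the difference between the lines was larger than the spread between replicates. Taken within same-numbered pairs of libraries, the percentages were 1.53%, 0.829% and 1.17% for *Evx1*, with a mean of 1.18%, and 3.07%, 3.47% and 5.12% for *Evx1as*, with a mean of 3.88%. The difference between the remaining percentages of the 2 genes was not tested.

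**Figure D1:**
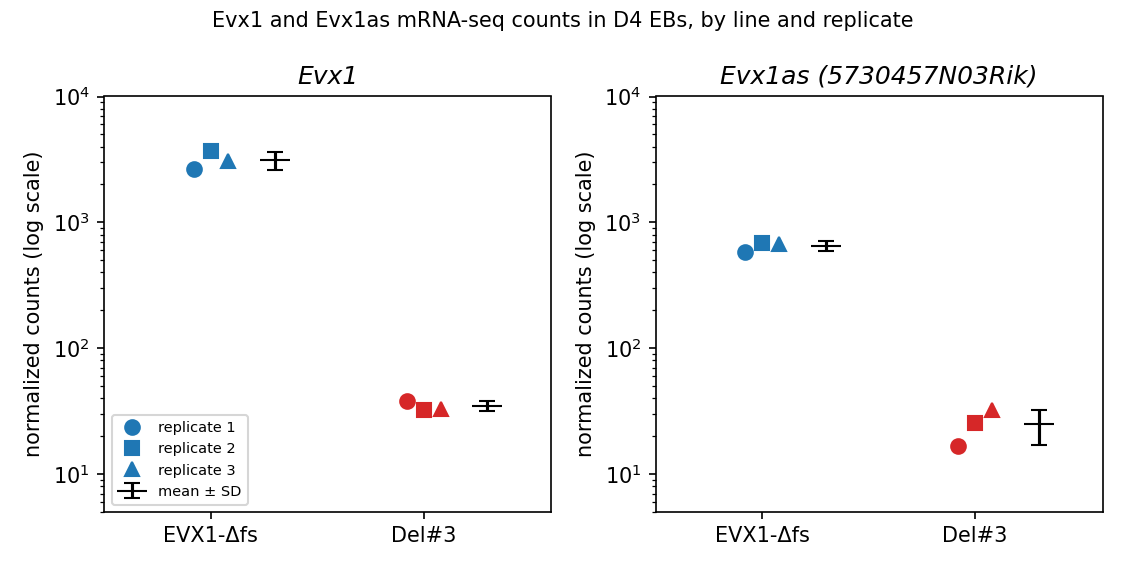
Normalized counts of *Evx1* (left) and *Evx1as* (right) on a log scale in the 3 EVX1-Δfs and 3 Del#3 libraries, with 1 symbol per replicate and the mean ± SD beside them. *Evx1* has a mean of 3125 normalized counts in EVX1-Δfs and 34.6 in Del#3, and *Evx1as* 648 and 24.8.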

In the *Evx1/Evx1as* double KO (‘Del#3’), *Evx1* and *Evx1as* are dramatically reduced to 1% and 4% of EVX1-Δfs (in which *Evx1* and *Evx1as* are expressed the same as WT under serum conditions). 

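*Grb10*, an imprinted gene on chromosome 11 of NCBIM37 from 11830511 to 11938686, had 774 ± 134 normalized counts (SD, n = 3) in EVX1-Δfs and 2597 ± 777 (SD, n = 3) in Del#3. It was higher in Del#3 in each same-numbered pair, by 1.90, 1.51 and 1.73 on the log2 scale. Its log2 fold change was 1.71 (standard error 0.28), with an adjusted p-value of 0.359 by limma without the block. With the replicate number as a block, its adjusted p-value was 0.0197 by limma and 0.0370 by edgeR's quasi-likelihood test. By DESeq2's Wald test without the block, its log2 fold change was 1.75 (standard error 0.32, adjusted p = 0.000189). All 3 Del#3 libraries were above all 3 EVX1-Δfs libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). With each library left out in turn, the log2 fold change stayed between 1.51 and 1.96. These tests cannot tell an effect of the deletion from another difference between the lines.

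**Figure D2:**
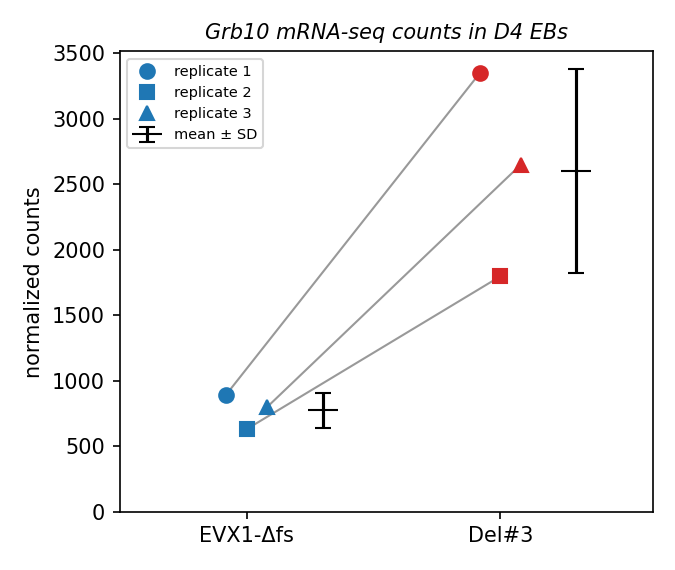
Normalized counts of *Grb10* in the 3 EVX1-Δfs and 3 Del#3 libraries, with grey lines joining libraries with the same replicate number and the mean ± SD beside each group. The EVX1-Δfs libraries lie between 630.5 and 894.9 and the Del#3 libraries between 1796 and 3348.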

The other DEG (*Grb10*) has no reported role during gastrulation and is unlikely to be of any biological significance. The lack of differences is reflected in the very high correlation observed between the two samples (R^2^ = 0.9925, Pearson) (Fig. 3c). 

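Across all listed genes, the squared Pearson correlation between the mean RPM of the 3 EVX1-Δfs and the 3 Del#3 libraries was 0.995. It is a correlation across genes, which are not independent replicates. On a scale of log10(mean RPM + 1), it was 0.987. Without the 10 genes with the most reads, on the linear scale, it was 0.983. Between single libraries, it ranged from 0.931 to 0.975 over the 6 pairs of libraries of the same line. Over the 3 pairs from different lines with the same replicate number, it ranged from 0.957 to 0.983, and over the 6 pairs from different lines with different numbers, from 0.931 to 0.994. On the scale of log10(RPM + 1), the ranges were 0.918 to 0.961, 0.961 to 0.972 and 0.905 to 0.970 in the same order, so the lowest value was between different lines with different numbers. Measured as the share of the sum of squares of log2 values, 13.7% lay between the lines and 60.5% between the replicate numbers. Such a share is positive even without any effect, and it grows with the number of groups. There were more replicate numbers than lines, so the shares cannot be compared directly, and neither was tested.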

We therefore conclude that *Evx1as* does not have function independent of EVX1, and therefore is unlikely to function *in trans*. This does not rule out a potential function for *Evx1as* in the regulation of *Evx1 in cis* (see Discussion).

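Of the 802 genes that the paper lists as DEGs between EVX1-Δfs and WT EBs, 798 were tested between Del#3 and EVX1-Δfs. None had an adjusted p-value under 0.05 by limma, whether adjusted over the list alone or over all genes tested, and 21 had an unadjusted p-value under 0.05. With the replicate number as a block, limma called 1 listed gene and DESeq2 called 12, adjusted over the list alone. After a correction for transcript length and GC content, the same DESeq2 fit called 6. Adjusted over its upregulated genes alone, *Grb10* passed without the block (limma, adjusted p = 0.0234). All 21 genes with an unadjusted p-value under 0.05 were upregulated genes of the list, and with the block 70 of the upregulated genes had one. In the same adjustment, DESeq2 with the block called 31 of them. The correction for transcript length and GC content was not applied to this count. Over all genes, this fit called 15 in the real split of the libraries. In the 3 other splits that part all same-numbered pairs, it called 123, 109 and 0. In simulated libraries, 9.55% of its calls were false with shared differences and 21.2% without. Its calls thus need not come from the lines. The 518 downregulated genes of that list had a mean log2 fold change of 0.075 in Del#3 (limma's fry test, adjusted p = 0.673 without and 0.319 with the block). The 280 upregulated genes had a mean log2 fold change of 0.26, with the same adjusted p-value without the block and 0.0747 with it, where adjustment was over the 3 gene lists tested. Leaving out each library in turn gave means from 0.018 to 0.15 for the downregulated and from 0.046 to 0.44 for the upregulated genes. limma's camera test, which compares a list with all other genes, gave unadjusted p-values of 0.0135 for the downregulated and 1.15e-05 for the upregulated genes. For 61.1% of all genes tested, the 95% confidence interval of the fold change by limma lay within a 2-fold change in either direction, and with the block this was 76.2%. By DESeq2's Wald test, the share was 54.6% without and 59.8% with the block. By limma without the block, it was 86.7% of the downregulated and 32.9% of the upregulated genes of the list. The intervals of the 6 gastrulation and A-P patterning genes of Fig. 3b all lay within that margin. Their log2 fold changes ranged from -0.35 for *Sox17* to 0.12 for *Sp5*, and none had an adjusted p-value under 0.05 with or without the block. For *Sox17*, the differences within same-numbered pairs were -0.57, -0.33 and -0.14. All its Del#3 libraries lay below all its EVX1-Δfs libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The smallest p of that test among the other markers was 0.2, for *Mixl1*. The paper reasons that a function of *Evx1as* independent of EVX1 would appear as differences between the 2 transcriptomes. From the small number of DEGs and the high correlation, it concludes that *Evx1as* has no such function, and that it is unlikely to act *in trans*. By qPCR, the paper also found no significant difference between the lines in the gastrulation and A-P patterning genes it measured.

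**Figure D3:**
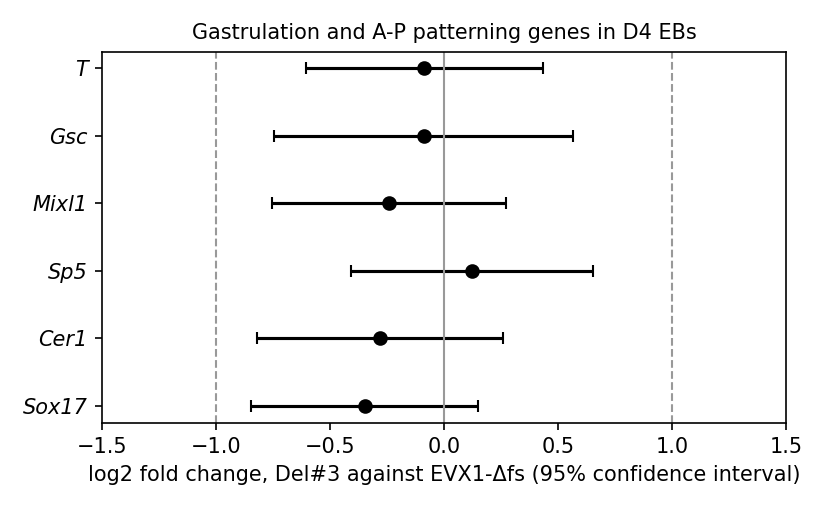
Log2 fold changes of *T*, *Gsc*, *Mixl1*, *Sp5*, *Cer1* and *Sox17* in Del#3 against EVX1-Δfs (points) with their 95% confidence intervals by limma (bars). The solid line marks no change and the dashed lines a 2-fold change, and every interval includes no change.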

## Discussion

Anterior-posterior patterning determines cell fates and tissue specification during gastrulation. Although, EVX1^−/−^ mice are viable and display no dramatic gastrulation phenotype after birth, we show EVX1 is an important downstream effector of BMP4 and WNT signalling in EBs, and regulates A-P patterning. Genes which are normally highly expressed on the posterior side of the embryo are markedly reduced in EVX1-Δfs EBs. Thus, many genes associated with blood, blood vessel and cardiac outcomes (e.g. *Kdr (Flk1), Hand1, Cited2, Tbx3*)^45^,^46^,^47^,^48^,^49^ are markedly downregulated in the absence of EVX1. On the other hand, genes expressed throughout the mesoderm such as *Brachyury (T*) and *Sp5*^50^ are only mildly affected. Genes expressed on the anterior-dorsal side of the embryo such as *Cer1* and *Sox17*^51^ are increased. This is consistent with the functions of EVX1 in *Xenopus laevis (xhox3*), zebrafish (*eve1*) and humans (EVX1); i.e. they all play essential roles in posteriorization of nascent mesoderm^8^,^9^,^10^.

Members of the homeobox gene superfamily can act as either transcriptional activators and/or repressors depending on cofactors or context. EVX1 may function as a transcriptional activator of posterior mesoderm genes, such as *Mixl1*, and/or as a transcriptional repressor of anterior/dorsal genes such as *Sox17* and *Cer1*. Thus, it could function to maintain the integrity of the posterior region of the embryo by preventing ectopic expression of anterior genes. Indeed, such a role has been proposed for human EVX1^10^. Both scenarios are possible and not mutually exclusive. For example, EVX1 might co-operate with transcriptional activators or repressors, or recruit co-activators and/or co-repressors in different contexts. ChIPseq for EVX1 would be able to distinguish these possibilities; however, no specific mouse EVX1 antibodies are available and we found human antibodies did not work in the mouse.

As is the case for EVX1, disruption of some other key regulators of gastrulation does not always result in strong gastrulation phenotypes in the intact mouse. For example, the GSC, SP5 and CER1 knockout mice display no overt signs of gastrulation defects, despite each of these genes having well established roles in regulating patterning in ES cells or model organisms^36^,^52^,^53^,^54^,^55^. The lack of an overt phenotype may be explained by genetic redundancy and/or compensation by other genes and pathways. This is the case for *Cer1*, which has an overlapping expression profile and redundant function with *Lefty1*^56^. Unlike either of the single knockout mice, the CER1^−/−^/LEFTY1^−/−^ mouse has an expanded primitive streak or multiple primitive streaks^56^. Whether redundancy explains the lack of phenotype in the EVX1^−/−^ mice is unclear. *Evx1* has a paralog, *Evx2*, which is thought to have arisen from vertebrate specific duplication of *Evx1*^57^. It is similar to *Evx1* (82.5% at the nucleotide level), and only differs at one amino acid in the homeodomain^58^. However, *Evx2* is not expressed during gastrulation *in vivo*^57^ or in EBs, so it is unlikely to act redundantly with *Evx1*.

Compensation within key signalling pathways has been shown to ‘buffer’ mis-regulation of some genes during development and dampen phenotypic consequences of gene knockouts^59^,^60^,^61^,^62^. Since BMP, WNT, TGFβ and FGF signalling pathways act on a large number of genes, it is possible that changes in expression or activity of components of these pathways could compensate for the loss of EVX1 in the context of an entire embryo^1^,^59^,^61^. This does not appear to occur in EVX1-Δfs EBs, since BMP4 and WNT3A cannot rescue the posterior mesoderm gene expression program. Perhaps only in the context of an intact embryo, can compensation be fully active. Alternatively, compensation may occur at the level of alternated expression of transcription factors (such as *Mixl1*) *in vivo*, but not in EBs. In short, it remains unclear why EVX1^−/−^ mice display minimal defects, despite a clear function for EVX1 in regulating A-P patterning in EBs.

LncRNAs are an important new class of genetic material with a variety of biochemical activities. Some have proven key regulatory roles in development and differentiation. The abundance of sense-antisense coding-lncRNA gene pairs, such as *Evx1*/*Evx1as*, is widely appreciated but the functional significance of the associated lncRNA transcript remains mostly untested. This is partly because functional studies have focused primarily on intergenic lncRNAs to avoid disrupting overlapping coding transcripts^63^. Certainly, some lncRNAs have well established functions *in trans*^28^,^63^. However, despite being stable, spliced, abundant and developmentally regulated, *Evx1as* does not function to regulate gene expression independently of EVX1; it is therefore unlikely to function *in trans*. This does not rule out a possible *cis* function for *Evx1as* in the regulation of *Evx1*. Indeed, other examples of *cis* acting lncRNAs have been reported^5^,^25^,^64^,^65^. Further coding-lncRNA pairs need be carefully dissected using precise genetic tools to develop general principles which accurately describe their biological functions. We suggest that it is likely that some lncRNAs may function *in trans* to exert broad effects on gene expression, some function in *cis* to regulate their coding partner, and some may simply be non-functional bi-products of intense transcriptional activity at the partner coding gene’s promoter or enhancer.

## Methods

### ESC Culture and embryoid body differentiation

W9.5 mESCs were maintained on gelatanized plates in mESC media with 1000 U/ml LIF at 37 °C, 5% CO_2_, as described previously^7^. To generate EBs, mESCs were plated at a density of 2 × 10^4^ cells/ml on STAR^TM^ low adherence plates and allowed to differentiate for 4 days in suspension. Serum free differentiation was conducted in ESGRO complete basal media (SF002, Millipore) as described previously^66^. Serum-free media was supplemented with recombinant BMP4 at 10 ng/ml, recombinant Activin A at 10 ng/ml and recombinant WNT3A at 20 ng/ml. BMP4, Activin A and WNT3A were purchased from R and D Biosystems. Differentiations performed for side by side comparisons between conditions were set up on the same day to minimize technical and biological variation. At least 3 differentiations (biological replicates) were performed for each comparison with each replicate set up on a different day.

### RNA extraction and qRT-PCR

RNA was extracted from cells harvested at D4 using Trizol^TM^ (Thermo-Fischer) according to manufacturer’s instructions. cDNA was synthesized using Superscript III^TM^ (Thermo-Fischer) according to manufacturer’s instructions using random hexamer primers. qRT-PCR was performed using SYBR-Green (Thermo-Fischer) on the AB7900 (Applied Biosystems). Delta Ct was calculated by comparing to *Hprt* as a house keeping gene. Delta Delta Ct was calculated by normalizing each condition to WT expression levels. Statistical significance was determined by t-tests. Each condition was tested for significantly different expression to WT. At least 3 biological replicates were performed for each condition in each experiment. For testing the relative abundance of each *Evx1as* isoform, standard curves were performed with known quantities of DNA to calculate primer efficiencies. These primers efficiencies were taken into account in the Delta Ct calculations. All graphs and statistical tests were performed in Prism 5 (GraphPad). Primer sequences are available in Supplementary Table 1.

### CRISPR-Cas9 clone generation and screening

All sgRNAs were designed using the CRISPR design tool (crispr.mit.edu) and cloned into the pSpCas9(BB)-2A-GFP plasmid (#48138, Addgene) as described previously^67^. pSpCas9(BB)-2A-GFP (PX458) was a gift from Feng Zhang. 

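The EVX1-Δfs guide, CCAGATGCGCCGATACCGCA, matched 1 site with an adjacent PAM in the mouse genome (build NCBIM37, the same assembly as mm9). The site lies on chromosome 6 from 52265847 to 52265866 on the plus strand and is followed by the PAM CGG. In the GENCODE annotation of this build it falls in the coding part of *Evx1* exon 2, which runs from 52265732 to 52265988. Cas9 is predicted to cut after base 52265863, which is 3 bases from the PAM. The site lies outside every exon of *Evx1as*, which the annotation lists as 5730457N03Rik.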

For generating the EVX1-Δfs mESCs, a single guide was targeted to the second exon of *Evx1* in the homeodomain region. mESCs were transfected with the pCas9-GFP plasmid also expressing the sgRNA targeting *Evx1*. Sorting and screening was conducted as described previously, with minor modifications^35^. Specifically, the top 5% of GFP + cells were sorted into a 10 cm^2^ dish and allowed to grow for two days before picking individual clones. This was done to prevent high numbers of mixed clones, which results from retention of the plasmid through cell division. 

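Each of the 6 guides used for the large deletions matched 1 site in NCBIM37, all on chromosome 6. The guides for Del#1, CATTTGAAAAGGCGGGGATT and CAGAGTCCGCCACGATTTTA, lie at 52264839 to 52264858 on the plus strand and at 52264686 to 52264705 on the minus strand. The stretch between their predicted cuts, 52264689 to 52264855, is 167 bp long and holds exon 1 of the longer *Evx1as* transcript, in the first intron of *Evx1*. The guides for Del#2, ATCCACTTGCGTTCGCCGAG and TGGGCCTCGCTCGAATGGGG, lie at 52263528 to 52263547 and 52263435 to 52263454. Their predicted cuts are 107 bp apart, from 52263438 to 52263544, and this stretch covers parts of *Evx1* exon 1 and *Evx1as* exon 2. The guides for Del#3, CACACCTGGTACTGGCATAC and TCATTAGAACACGCCGTTTG, lie at 52265302 to 52265321 and 52262639 to 52262658, both on the plus strand, with 2663 bp between the predicted cuts. These lengths come from the guide sites, and the deletions in the clones were not measured here.

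**Figure D4:**
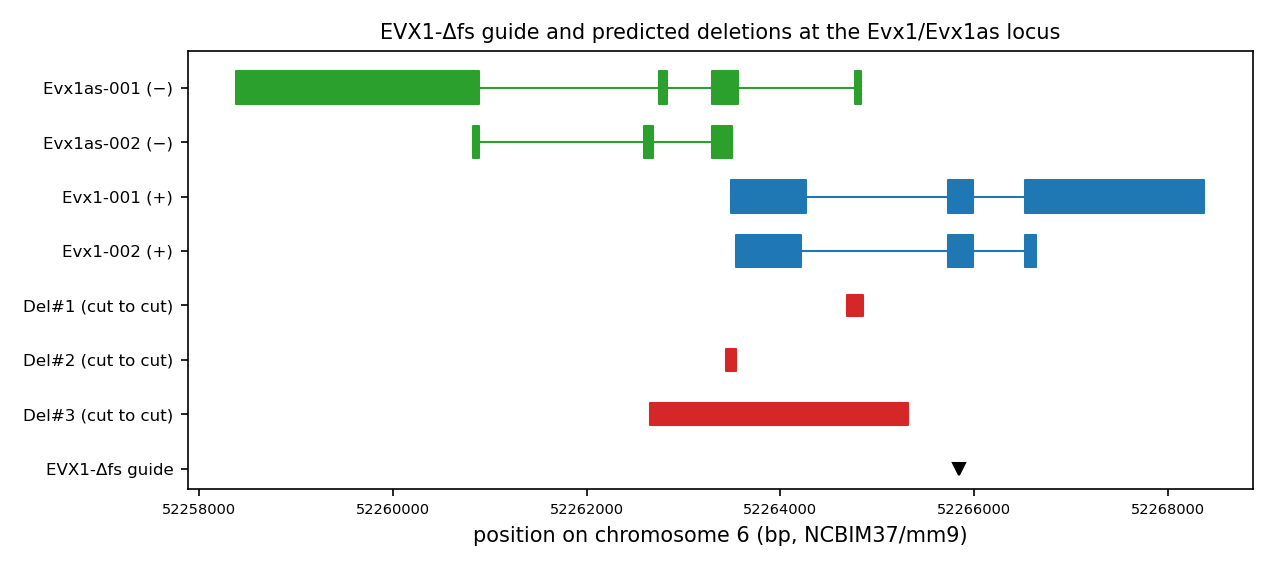
Map of the *Evx1*/*Evx1as* locus by position on chromosome 6 of NCBIM37, with exons as boxes, the stretch between the predicted cuts of each deletion as red bars and the EVX1-Δfs guide as a triangle. Del#3 spans the first exon of *Evx1*, and the EVX1-Δfs guide lies in exon 2 outside it.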

Large deletions (‘Del#1′, ’Del#2′ and ‘Del#3′) were generated using the dual sgRNA strategy^67^. mESCs were transfected with two plasmids, each containing pCas9-GFP and the appropriate sgRNA. The top 5% of GFP + cells were sorted into a 10 cm^2^ dish and allowed to grow for two days before picking individual clones. Individual clones were transferred to a 96 well plate and allowed to grow until confluent. DNA was extracted and PCR was performed using primers outside and inside the deleted region to identify clones containing the intended deletions. Clones with the appropriate deletion were expanded and used for subsequent analyses. sgRNA and screening primer sequences are available in Supplementary Table 1.

### Whole mount *In Situ* Hybridization (WISH)

WISH was conducted as described previously, with minor modifications to reduce Proteinase K digestion of E7.5 embryos^5^. Primers used to amplify and clone probes for *Evx1* and *Evx1as* are available in Supplementary Table 1.

### RNA Sequencing and data analysis

Total RNA was analysed on the Bioanalyser (Agilent) to confirm high RNA quality (Rinn value > 8). mRNA selection of total RNA was performed using Ambion Dynabeads^©^ mRNA DIRECT^TM^ Micro Purification Kit (#61021, Life Technologies). Barcoded RNAseq libraries were generated from the mRNA using the Ion Total RNAseq Kit v3 (#4475936) and Ion Xpress^TM^ RNAseq Barcode 1–16 Kit (#4475485, Life Technologies). RNAseq libraries were sequenced on the Ion Proton sequencing instrument using the Ion P1 Hi-Q Sequencing 200 Kit with the Ion P1 v2 chip. Each sample was sequenced to a depth of least 15 million reads. RNAseq data was mapped to the Mus Musculus reference genome (mm9) using TopHat2 and then TMAP^68^. Tophat2 is required to map spliced junctions, while TMAP is designed for IonTorrent sequencing data. Transcript counts were obtained by using HTSeq on the mapped data using the standard settings^69^. Differential gene expression analysis was performed on the HTSeq output using DESeq2 using the standard settings^70^. Hierarchically clustered heatmaps were generated in R using pHeatmap (Bioconductor). Scatterplots were generated in Prism 5 (GraphPad). Gene Ontology analysis was performed with all DEGs on DAVID^71^. Raw data is available via the GEO repository (http://www.ncbi.nlm.nih.gov/geo/) under the accession numbers: GSE75735, GSE75737.

### Lentiviral Transduction of shRNAs

We employed the iRNAi v2.1 software to design siRNAs targeting the *Evx1as* gene. We tested for potential off targeting in the genome by performing BLAST searches to exclude candidates which bound to additional genomic sites. We selected three siRNAs for cloning (Supplementary Table 1). We purchased ssDNA oligos designed for annealing to leave 5′ and 3′ overhands for cloning into the *Cla1* and *Mlu1* restriction sites of pLVTHM^40^. We annealed 2 ul of sense and antisense oligos (1 ug/ul) in 1× DNA annealing solution (100 mM potassium acetate, 30 mM Hepes, 2 mM magnesium acetate) in a 50 final volume by heating to 94 °C for 5 mins and slowly cooling at 37  °C. dsDNA was phosphorylated with PNK and then ligated to pLVTHM cut with *Mlu1* and *Cla1* and dephosphorylated with CIAP. Ligations were performed by standard techniques. Plasmid preps were checked for inserts and concatamer exclusion by digestion with *EcoR1* and *Xba1* and Sanger sequencing. To generate lentiviruses, 293T cells were transduced Opti-MEM with Lipofectamine-2000 and shRNA-pLVTHM together with pCMV-dR8.2 and pMD2G-VSV-G, as described^40^. Viral stocks were harvested from media at 48–72 hours, filtered (0.45 μ) and snap frozen. For ES cell transductions, adherent ES cells were cultured for 48 hours with viral supernatant (20% in ES cell media) and polybrene (4 μg/ml). Transduced cells were sorted as eGFP + by FACS and seeded onto MEFs. GFP + clones were then selected for molecular and functional analyses.

## Additional Information

**How to cite this article**: Bell, C. C. *et al*. The *Evx1/Evx1as* gene locus regulates anterior-posterior patterning during gastrulation. *Sci. Rep.* **6**, 26657; doi: 10.1038/srep26657 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

## Figures and Tables

**Figure 1:**
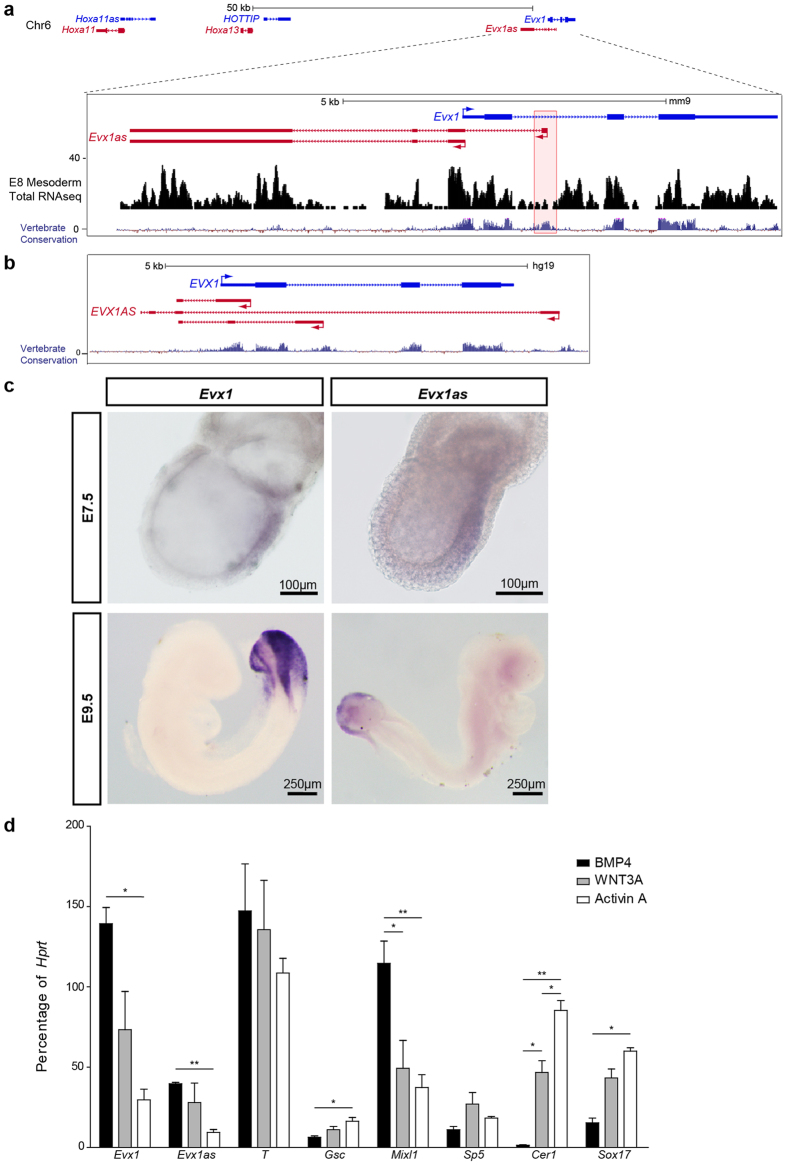
*Evx1* and *Evx1as* are co-expressed in the primitive streak during gastrulation. (**a**) Schematic of the *Evx1/Evx1as* locus, and its proximity to the HoxA cluster modified from the UCSC genome browser. Wiggle track of Total RNAseq from E8 mouse Pre-Somatic Mesoderm (PSM) and Vertebrate Conservation tracks are also shown. Conservation of the *Evx1as* P1 region is boxed in red. (**b**) UCSC browser shot of the human *EVX1* locus and the syntenic *EVX1AS* transcripts. (**c**) WISH of E7.5 and E9.5 mouse embryos using probes against *Evx1* and *Evx1as*. Purple indicates the presence of the transcript. (**d**) Expression profiling of mESCs differentiated to day 4 EBs under serum-free conditions with the addition of BMP4 (10 ng/ml), WNT3A (20 ng/ml) or Activin A (10 ng/ml). Three replicates were performed for each condition. *Indicates p-value < 0.05, **indicates p-value < 0.01. All error bars indicate SEM.

**Figure 2 f2:**
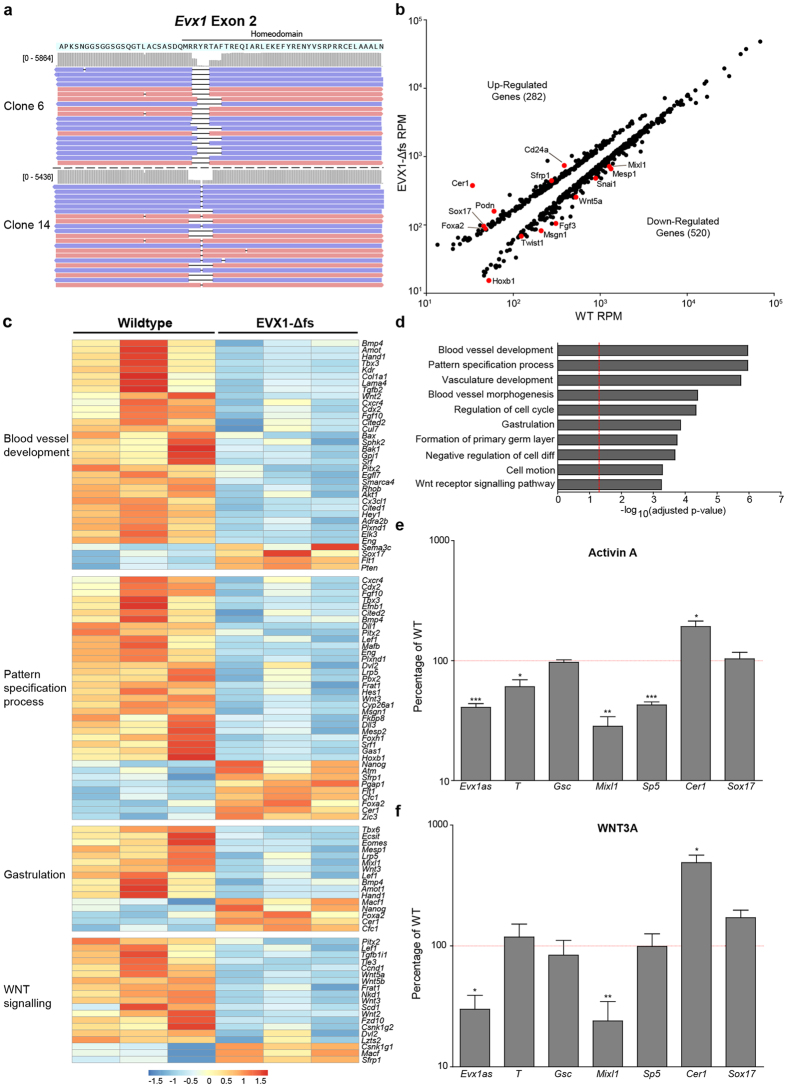
EVX1 is required to regulate anterior-posterior patterning during gastrulation. (**a**) Visualization of CRISPR-induced mutations in two independent mESC clones (clone 6 and 14) using Integrated Genome Viewer (IGV). The peptide sequence of EVX1 is shown. Red and blue indicate different read strands. (**b**) Scatterplot of average counts of DEGs from mRNAseq comparing 3 replicates of WT and EVX1-Δfs Day 4 EBs. Known markers and regulators of tissue specification are shown in red. RPM = Reads per million reads.(**c**) Heatmap of counts for differentially expressed genes corresponding to particular Gene Ontology (GO) terms in (**d**). Each category is hierarchically clustered. Each value is normalized to its mean expression across all samples. Red indicates higher than average expression, blue indicates lower than average expression. (**d**) GO analysis (DAVID) of DEGs shows the biological processes disrupted in the EVX1-Δfs D4 EBs. Red line indicates an adjusted p-value of 0.05. (**e,f**) Expression profiling of EVX1-Δfs in SFM supplemented with (**e**) Activin A (10 ng/ul) or (**f**) WNT3A (20 ng/ul). Expression of each gene in each sample was first normalized to *Hprt* then normalized to WT expression. 4 biological replicates were performed. *Indicates a p-value < 0.05, **indicates a p-value < 0.01, ***indicates a p-value < 0.001 when compared to WT. All error bars indicate SEM.

**Figure 3:**
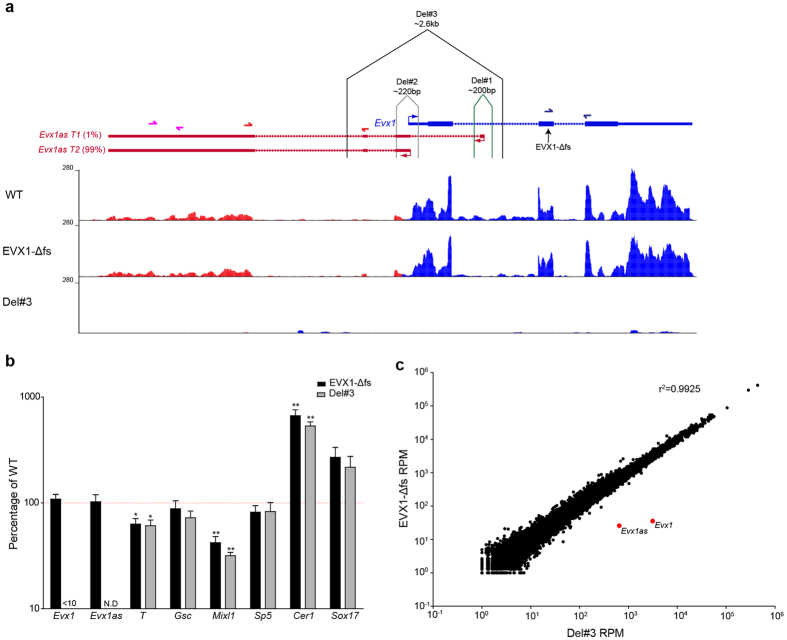
*Evx1as* does not have a function independent of EVX1. (**a**) Schematic of the strategy for dissecting the *Evx1*/*Evx1as* locus modified from USCS Genome Browser. The three different deletions performed are shown on the diagram. Wiggle tracks of WT, EVX1-Δfs and Del#3 mRNAseq from D4 EBs are shown. Corresponding qPCR primers pairs are shown in the same colour. The location of the *Evx1* deletion is indicated by the arrow. Del = deletion, T1 = transcript 1, T2 = transcript 2. (**b**) Expression profiling of EVX1-Δfs and Del#3. Expression of each gene in each sample was first normalized to *Hprt* then normalized to WT expression. 4 biological replicates were performed. Error bars show SEM. *Indicates a p-value < 0.05, **indicates a p-value < 0.01, when compared to WT. No significant differences were found when comparing EVX1-Δfs and Del#3. N.D = not detected. <10 = less than 10% of WT. (**c**) Scatter plot of average mRNAseq counts from three replicates comparing EVX1-Δfs and Del #3 D4 EBs. *Evx1* and *Evx1as* are shown in red. A value of 1 was added to all RPM values to improve visualization. R^2^ was obtained from Pearson Correlation. RPM = Reads per million reads.

How the deposited data were processed for this re-analysis (not part of the article)

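mRNA-seq libraries of D4 EBs from the EVX1-Δfs line (clone 14) and the Del#3 line were analysed, with 3 replicates of each. The signal values deposited by the authors form 1 table of 15266 genes by 6 libraries. According to the paper, the authors mapped Ion Proton reads to mm9 with TopHat2 and then TMAP, counted reads on genes with HTSeq at its standard settings, and tested for differential expression with DESeq2 at its standard settings. The deposited values are these counts after normalization. Within each library, 100% of the values were whole multiples of 1 step, and the reads behind each value were recovered by dividing by that step. The lowest mean of any listed gene was 1.36 normalized counts, so every listed gene had reads.

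The recovered reads on listed genes ranged from 9024579 to 15699124 per EVX1-Δfs library, with a median of 9546166, and from 9729013 to 12231851 per Del#3 library, with a median of 9802928. The size factors in the values were 1.52, 0.853 and 0.846 for EVX1-Δfs replicates 1 to 3 and 1.25, 0.861 and 0.936 for Del#3 replicates 1 to 3. Reads are not independent molecules, and with 3 libraries per line the spread between replicates, not counting error, sets the precision.

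The design was written for raw counts and named edgeR's quasi-likelihood test as the main test. Because the values proved to be normalized, the main test was changed, before the lines were compared, to limma (version 3.58.1, in R 4.3.3) with an intensity trend on log2(normalized count + 1). Genes were kept if they passed filterByExpr of edgeR (version 4.0.16) on the recovered reads, with a minimum count of 10, which left 12891 genes. p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. No covariate was in the main model. The paper states that lines compared side by side were differentiated on the same day and that replicates came from different days, and the replicate number in the sample titles was used as the block in alternatives.

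RPM were computed from the recovered reads and the library's total on listed genes. The reads remaining in Del#3 were given as a percentage of the EVX1-Δfs mean, and single genes were also compared by two-sided exact permutation tests, for which the smallest p is 0.1. The correlation was that of mean RPM across all listed genes on the linear scale. The genes that the paper lists as DEGs between EVX1-Δfs and WT EBs were read from its supplementary table, 520 lower and 282 higher in EVX1-Δfs. Gene lists were tested with limma's fry test and chromosomes with limma's camera test with an inter-gene correlation of 0.01. A list of imprinted genes, written from general knowledge, was compared with 10000 random lists matched on mean expression.

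Genes named in the text were *Evx1*, *Evx1as*, *Grb10*, the 6 marker genes of Fig. 3b and every gene past the threshold, if 10 or fewer. Members of other lists are named only where they pass the threshold within their list, and any other gene named was chosen after its values were seen.

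Alternatives were DESeq2's size factors or total counts for normalization; DESeq2 (version 1.42.0) with its Wald test or with its fold-change prior, and edgeR's likelihood ratio test, on the recovered reads; no low-count filter or at least 10 reads in every library; the replicate block in edgeR or DESeq2; an adjusted p-value under 0.1; and leaving out each of the 6 libraries. edgeR's quasi-likelihood test, pseudocounts of 0.1 and 5, TMM factors, the block in limma, and the block in DESeq2 with a correction for transcript length and GC content (loess with a span of 0.3) or without independent filtering were added after the data were seen. Each method was tested on simulated data with 200 changed genes in each of 5 simulations.

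Guide sequences were searched on both strands of NCBIM37, the assembly known as mm9, over 211 sequences, for 20 matching bases next to an NGG PAM, and cuts were placed 3 bases from the PAM. Positions and exons are those of the GENCODE annotation of that assembly. The qPCR experiments and comparisons with WT EBs were not analysed here, and *Evx2* was not analysed here.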

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

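The comparisons, gene lists and alternatives in this section were chosen before the data were examined, apart from limma, which replaced edgeR's quasi-likelihood test once the values proved to be normalized, and apart from what each part names. Of the tests in this part, the correction for transcript length and GC content and the test for differences between replicate days were chosen only after the result was seen.

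Chromosome X was the only 1 of 20 chromosomes whose genes were shifted in Del#3 against EVX1-Δfs at an adjusted p-value under 0.05 by limma's camera test without the replicate number in the model (adjusted p = 0.0293). It was singled out because the paper does not report expression by chromosome. The median log2 fold change of its 457 genes was 0.075, and within same-numbered libraries the median difference was 0.071, 0.10 and 0.011, so it was higher in Del#3 in 3 of 3 pairs. After correction of the log2 values for transcript length and GC content, the median was 0.021 and the adjusted p-value was 0.213, with an unadjusted p-value of 0.0110 that was still the smallest of the 20. The correction lowered the median of all 20 chromosomes. Relative to the median of the chromosomes, chromosome X was 0.081 higher before the correction and 0.043 higher after it. With the replicate block, the adjusted p-value of chromosome X was 0.139 by limma, where its median stayed at 0.075, and 0.0893 by edgeR, where its median was 0.10, with 1 chromosome at an unadjusted p-value under 0.05 in each. When each library was left out in turn, the number of chromosomes with an adjusted p-value under 0.05 ranged from 0 to 20. Chromosome X itself passed in 2 of the 6 fits, and its adjusted p-value ranged from 1.68e-06 to 0.828. Its median log2 fold change ranged from 0.0079 without Del#3 replicate 3 to 0.14 without Del#3 replicate 1. It was not among the 7 and 11 chromosomes that passed without EVX1-Δfs replicates 1 and 2. In the fits with 0 chromosomes, 1 or 2 had an unadjusted p-value under 0.05. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many shifted chromosomes, which was the real one. With only 4 such splits, this cannot exclude a chance result. The other 6 splits, which part 1 pair only and set replicate numbers against each other, gave from 2 to 20 shifted chromosomes. Each of them thus gave more shifted chromosomes than the real split, so a shift in this test need not come from the lines. In limma, the block changes the variance in this balanced design but not the difference between the lines. In edgeR's quasi-likelihood test, the median of chromosome X was 0.112 without and 0.102 with the block. The block thus cannot show whether differences between replicate days gave rise to the shift. Transcript length and GC content may account for part of the shift, and a difference between the lines cannot be told apart from this. No further biological explanation was tested.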

How the results depend on the processing

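edgeR's quasi-likelihood test, the pseudocounts, the TMM factors, the replicate block in limma, and the DESeq2 fits with the block that add a length and GC correction or leave out independent filtering were chosen only after the data were seen.

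Of 23 alternatives to the count of 2 genes that differed between Del#3 and EVX1-Δfs, 19 gave 2 or 3 genes. edgeR's likelihood ratio test gave 4 genes, the replicate block in DESeq2 gave 15, the same fit with a length and GC correction gave 11, and without independent filtering it gave 4. Of the 15 genes, 6 were also called after the correction. The DESeq2 fit with the block tested 9642 genes after its own filter. The cause was not tested for edgeR's likelihood ratio test.

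Among the genes the paper lists as DEGs between EVX1-Δfs and WT EBs, 0 differed between Del#3 and EVX1-Δfs when adjusted over the list alone, and 21 had an unadjusted p-value under 0.05. The number was 1 with DESeq2's Wald test, DESeq2 with the fold-change prior, edgeR's likelihood ratio test, no low-count filter, the replicate block in edgeR or limma, and an adjusted p-value under 0.1. It was 12 with the replicate block in DESeq2, and 6 in the same fit with a length and GC correction. The number was from 0 to 1 across the 6 fits that each left out 1 library. The cause was not tested for the count of 1.

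*Evx1* and *Evx1as* kept their direction and an adjusted p-value under 0.05 in all 20 alternatives tried, with log2 fold changes from -6.56 to -4.26 and from -4.90 to -2.91. The percentages remaining in Del#3 ranged from 1.04% to 1.26% for *Evx1* and from 3.30% to 4.41% for *Evx1as* over 9 alternatives, and the squared correlation from 0.982 to 0.995 over 12.

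*Grb10* kept its direction in all 20 alternatives and reached an adjusted p-value under 0.05 in 6 of them. Its log2 fold change there was 1.75 with DESeq2's Wald test, 1.16 with the fold-change prior, 1.77 with edgeR's likelihood ratio test, and 1.74, 1.72 and 1.71 with the replicate block in edgeR, DESeq2 and limma. Over all alternatives its adjusted p-value ranged from 2.26e-12 to 1.00. With the block in limma, the log2 fold change did not move and its standard error fell from 0.276 to 0.166. For the other 5 settings, the cause was not tested.

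None of the 6 marker genes had an adjusted p-value under 0.05 in any of the 20 alternatives, and none had an unadjusted p-value under 0.05 by limma without the block. Across the 6 fits that each left out 1 library, the log2 fold change ranged from -0.24 to 0.069 for *T*, from -0.30 to 0.029 for *Gsc* and from -0.043 to 0.27 for *Sp5*, so these directions depend on single libraries. *Mixl1*, *Cer1* and *Sox17* kept their direction in all 20.

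The mean log2 fold change of the paper's downregulated genes was 0.075 with camera in place of fry, where its p-value of 0.0135 passed 0.05, and the other 16 alternatives kept its side of the threshold. That of the upregulated genes passed 0.05 with camera (0.26), which gave a p-value of 1.15e-05, and with the replicate block in edgeR (0.28) and limma (0.26), with p-values of 0.0268 and 0.0249, and its p-values over 17 alternatives ranged from 1.15e-05 to 0.919. Adjusted over the 3 gene lists, the p-value with the block in limma was 0.0747. camera compares a list with all other genes, which fry does not. Leaving out each library in turn gave means from 0.018 to 0.15 for the downregulated and from 0.046 to 0.44 for the upregulated genes. The result for imprinted genes did not change sides in 15 alternatives.

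The number of shifted chromosomes was 1. It was 0 with the replicate block in edgeR and 0 with it in limma, where 1 chromosome had an unadjusted p-value under 0.05, and from 0 to 20 across the fits that each left out 1 library. The cause was not tested.

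The share of genes whose 95% confidence interval lay within a 2-fold change was 61.1%. It was 6.25% for a 1.5-fold margin, 62.0% with DESeq2's size factors in the edgeR fit, 54.6% with DESeq2's Wald test, 52.1% with no low-count filter, 67.2% with at least 10 reads in every library, 60.2% with pseudocount 0.1, 66.6% with pseudocount 5, 74.6% with the replicate block in edgeR and 76.2% with it in limma. With the replicate block in DESeq2 it was 59.8%, and with DESeq2's fold-change prior 99.7%. Across the limma fits that each left out 1 library, it ranged from 40.4% to 52.9%.

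The filters on low counts cannot move the fold change of a single gene, so they say nothing on its stability. In simulated data with 3 libraries per line, limma without the block recovered 11.2% of 2-fold changes and with it 9.98%. Where the simulated libraries shared differences by replicate number, it recovered 0.407% without the block and 47.5% with it, so that leaving out the block limits what can be excluded there.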

Differences from the paper's values

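None of the tests in this part was chosen only after the result was seen, apart from the setting named as such.

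For Del#2, the paper's deletion length is 220 bp, and the predicted cuts of its guides in NCBIM37 are 107 bp apart. No alternative applied to this length.

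The paper's supplementary table gives a log2 fold change of -4.31 for *Evx1* in Del#3 against EVX1-Δfs, against -6.45 here, and of -2.95 for *Evx1as*, against -4.70 here. For *Grb10* the paper's value for EVX1-Δfs against Del#3 is -1.18, against -1.71 here. Of the alternatives set before the data were examined, DESeq2 with the fold-change prior had values within the paper's, at -4.26 for *Evx1*, -2.91 for *Evx1as* and -1.16 for *Grb10*. The other alternatives set before the data were examined did not close the gap for any of the 3 genes.

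The same table gives average counts in RPM. For *Evx1* the paper's averages are 35.6 in Del#3 and 3126 in EVX1-Δfs, against 3.32 and 291 RPM here. For *Evx1as* they are 25.8 and 649, against 2.35 and 60.3 RPM here. For *Grb10* they are 2598 and 775, against 252 and 72.2 RPM here. With DESeq2's size factors in place of total counts, an alternative set before the data were examined, all 6 values were within the paper's: 34.6 and 3125 for *Evx1*, 24.8 and 648 for *Evx1as*, and 2597 and 774 for *Grb10*.

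The paper counts *Grb10* among the genes that differ between the lines. Here its adjusted p-value was 0.359 by limma. It had an adjusted p-value under 0.05 with DESeq2's Wald test, DESeq2 with the fold-change prior, edgeR's likelihood ratio test and the replicate block in edgeR or DESeq2, which were set before the data were examined, and with the replicate block in limma, which was chosen after seeing the values.

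The paper places the *Evx1as* qPCR primers inside the deleted stretch of Del#3. In NCBIM37, the forward primer for all isoforms lies at 52260803 to 52260822 on chromosome 6, outside the stretch between the predicted cuts, which starts at 52262656, and the reverse primer lies at 52262750 to 52262769, inside it. Both primers specific to transcript 1 lie inside it, at 52264797 to 52264816 and 52263503 to 52263522.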

Other observations

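The tests of transcript length and GC content, of the averages in the supplementary table, of the overlap of imprinted genes with the paper's list, of the order of replicate numbers and of Y-linked genes were chosen only after the result was seen.

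*Grb10* was 1.71 higher in Del#3 than in EVX1-Δfs on the log2 scale, and higher in 3 of 3 same-numbered pairs. Adjusted within the paper's upregulated genes alone, its adjusted p-value was 0.0234 by limma, against 0.359 over all genes. The paper's own table of EVX1-Δfs against WT EBs lists *Grb10* at 868 in EVX1-Δfs and 249 in WT, both the paper's values, and the paper's log2 fold change is 1.59. A drift of imprinted genes between the lines was tested on 49 other imprinted genes, which had a median absolute log2 fold change of 0.18. limma's fry test for change in either direction gave a p-value of 0.673, or 0.0734 to 0.900 over the alternatives, and the median lay at percentile 87.0 of 10000 random lists. With the replicate block, the median of limma's absolute moderated statistic lay at percentile 93.9, and 7 of the 49 genes had an unadjusted p-value under 0.05, against 4.62% of all genes. A gain or loss of chromosome 11 was tested with camera, which gave an adjusted p-value of 0.577, with a median log2 fold change of 0.0012 for its 1032 genes. A copy number change of the region was tested on the 5 other genes within 1 Mb, whose median log2 fold change was -0.022. None of the 3 tests passed its threshold, and a drift of some imprinted genes is not excluded. A difference between the lines that is unrelated to *Evx1as* cannot be told apart from an effect of the deletion.

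Among the 49 imprinted genes other than *Grb10*, 1 had an unadjusted p-value under 0.05 by limma without the block and 0 passed within their list. With the block, *Nnat* and *Peg3* passed within the list, with log2 fold changes of -0.94 and 0.90, and over all genes the adjusted p-value of each was 0.693 by limma with the block. By DESeq2 with the block it was 0.0427 for *Nnat* and 0.0489 for *Peg3*, and *Nnat* was also called after the length and GC correction. Of the 50 imprinted genes tested, *Grb10* included, 12 (24.0%) are among the genes the paper lists between EVX1-Δfs and WT EBs, against 786 of the 12841 other genes (6.12%). The odds ratio was 4.84 (two-sided Fisher's exact test, p = 3.98e-05). That test treats genes as independent, which they are not, and the other genes were not matched on expression. This overlap concerns the paper's comparison, not the libraries analysed here.

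Of the *HoxA* genes, 3 were tested, with log2 fold changes from -0.58 to 0.84, and of the neighbours of the locus 8, from -1.11 to 0.68. None in either list had an adjusted p-value under 0.05 within its list, and 0 had an unadjusted p-value under 0.05 by limma without the block. With the block, 0 passed within either list, and 1 neighbour had an unadjusted p-value under 0.05.

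The 4 Y-linked genes tested had a higher mean in Del#3, with a mean log2 fold change of 1.00. In replicate 3, however, 3 of the 4 were lower in Del#3, with 73.7 normalized counts against 169 for *Ddx3y*, 60.9 against 143 for *Uty* and 386 against 517 for *Eif2s3y*, and all 4 had their lowest value in EVX1-Δfs replicate 2. These genes are named after their values were seen. Loss of chromosome Y in part of the EVX1-Δfs cells was tested with limma's fry test, which gave a p-value of 0.260 without and 0.333 with the replicate block. *Kdm5d* passed within the list with the block, with a log2 fold change of 1.54. The test thus did not show a loss, although 4 genes give it little weight.

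The paper's averages for *Evx1*, *Evx1as* and *Grb10*, which are headed as RPM, were tested against the deposited means plus 1. The largest difference over the 6 averages was 0.00369, so they are consistent with normalized counts plus 1 rather than RPM.

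The same-numbered libraries of the 2 lines varied in how closely they matched. The mean correlation across genes of their deviations from the line means was 0.334 with the numbers as given. With replicates 2 and 3 of 1 line exchanged, it was 0.469, and over the other 4 pairings it ranged from -0.39 to -0.07. Genes are not independent replicates, and the test cannot tell an exchange of numbers from chance. Replicates 2 and 3 of 1 line may be numbered in the other order, which remains a hypothesis. In the pairing with replicates 2 and 3 exchanged, the replicate block gave 3 genes in limma, with 793 genes at an unadjusted p-value under 0.05, and 97 genes in DESeq2, and the adjusted p-value of *Grb10* by limma was 0.00116. With the numbers as given, these were 3, 596, 15 and 0.0197. In the other 4 pairings, whose mean correlations were negative, the block gave 2 or 3 genes in limma and 2 to 4 in DESeq2, and the adjusted p-value of *Grb10* by limma ranged from 0.0416 to 1.00.

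With the replicate block in DESeq2, 15 genes passed. Apart from *Evx1*, *Evx1as* and *Grb10*, 12 genes were called, and the 10 of them with a known transcript length had a median length of 8202 bases, against 3079 for the other tested genes. This median lay at percentile 100 of random lists of the same size. Their median GC content was 43.2%, against 51.0%. After a correction for transcript length and GC content in the same fit, 40.0% of the 15 genes were still called, and of the 12 genes 3 (25.0%). The corrected fit also called 5 genes that the fit without it had not, which were *Agpat5*, *Dnajc19*, *Malat1*, *Serbp1* and *Zfp445*, named after their values were seen. A bias of transcript length and GC content between libraries may thus account for part of these calls. Some of the 3 genes still called may have no known length to correct for, so whether it accounts for the rest was not settled. The rank correlation across genes between transcript length and the difference between same-numbered libraries was 0.392, -0.172 and 0.376 in replicates 1 to 3.

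Of the 10 splits of the 6 libraries into groups of 3, 4 part all same-numbered pairs, the real one included, so that the share is never under 0.05 and chance cannot be excluded by this count. In limma without the block, 1 of the 4 gave as many genes as the real split (2 genes). The other 3 gave 0 genes, with 294, 343 and 17 genes at an unadjusted p-value under 0.05, against 133 in the real split. For the replicate block in DESeq2, 3 of the 4 gave as many genes as the real split, with counts of 15 in the real one and 123, 109 and 0 in the others. For the paper's downregulated genes, 2 of the 4 gave a mean log2 fold change as large, for the upregulated genes 1, and for the imprinted genes 2 gave a median as large. For the paper's listed genes, all 4 gave 0 genes. The other 6 splits part 1 pair only and set replicate days against each other. Of these, the split of EVX1-Δfs replicate 1 with Del#3 replicates 1 and 3 gave 538 genes by limma, more than the real one. Each of the others gave 0 genes by limma, fewer than the real one. A difference between replicate days and one between the lines cannot be told apart by the size of these counts.

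Few genes differed between Del#3 and EVX1-Δfs. That 3 replicates per line are too few to detect 2-fold changes was tested on simulated libraries, where limma without the block recovered 11.2% of 2-fold changes and 76.8% of 4-fold changes, and DESeq2 without the block 26.2% and 85.6%. Where the simulated libraries shared differences by replicate number, limma recovered 0.407% of 2-fold changes without the block and 47.5% with it. DESeq2 recovered 9.00% and 49.0% of them there. Of 4-fold changes, limma without the block recovered 52.0% there, and DESeq2 without it 77.4%. At 3 replicates per line, recovery thus depended on the method, and other numbers of replicates were not simulated. Of the genes called with the block where differences were shared, 9.11% by limma and 9.55% by DESeq2 were false. Without shared differences, 11.2% by limma and 21.2% by DESeq2 were false. Without the block, 7.53% by limma and 19.3% by DESeq2 were false where no differences were shared, and 0 by limma and 0.917% by DESeq2 where they were. Changes of 2-fold or less, and some of 4-fold, between the lines could have been missed, and some calls of the methods with the block or of DESeq2 could be false.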
